# Low Folate and Selenium in the Mouse Maternal Diet Alters Liver Gene Expression Patterns in the Offspring after Weaning

**DOI:** 10.3390/nu7053370

**Published:** 2015-05-08

**Authors:** Matthew P.G. Barnett, Emma N. Bermingham, Wayne Young, Shalome A. Bassett, John E. Hesketh, Anabel Maciel-Dominguez, Warren C. McNabb, Nicole C. Roy

**Keywords:** microarray analysis, folate, selenium, high-fat diet

## Abstract

During pregnancy, selenium (Se) and folate requirements increase, with deficiencies linked to neural tube defects (folate) and DNA oxidation (Se). This study investigated the effect of a high-fat diet either supplemented with (diet H), or marginally deficient in (diet L), Se and folate. Pregnant female mice and their male offspring were assigned to one of four treatments: diet H during gestation, lactation and post-weaning; diet L during gestation, lactation and post-weaning; diet H during gestation and lactation but diet L fed to offspring post-weaning; or diet L during gestation and lactation followed by diet H fed to offspring post-weaning. Microarray and pathway analyses were performed using RNA from colon and liver of 12-week-old male offspring. Gene set enrichment analysis of liver gene expression showed that diet L affected several pathways including regulation of translation (protein biosynthesis), methyl group metabolism, and fatty acid metabolism; this effect was stronger when the diet was fed to mothers, rather than to offspring. No significant differences in individual gene expression were observed in colon but there were significant differences in cell cycle control pathways. In conclusion, a maternal low Se/folate diet during gestation and lactation has more effects on gene expression in offspring than the same diet fed to offspring post-weaning; low Se and folate *in utero* and during lactation thus has persistent metabolic effects in the offspring.

## 1. Introduction

Appropriate nutrition during pregnancy, in terms of both macronutrients and micronutrients, is important for normal embryonic and foetal growth. Limited maternal nutrition during this period increases neonatal mortality and reduces antioxidant enzyme expression leading to foetal brain oxidative stress and DNA damage [1,2]. In addition, this may result in cardiovascular defects, insulin resistance, and increased body fat in adulthood. There is also evidence that both energy dense and micronutrient-poor diets have a range of effects on the metabolism of the offspring during pregnancy and in later life [3]. In rats, for example, exposure of dams to a high-fat diet induced early reproductive maturation in the offspring who also developed obesity [4] and this effect may be compounded in subsequent generations exposed to a high-fat diet.

The so-called “Western” diet is typically macronutrient rich, containing high levels of fat, carbohydrate and protein; however, the intake of micronutrients may often be inadequate [5]. This is particularly observed in obese individuals where the prevalence of micronutrient deficiencies, such as that of the trace element selenium (Se) and the vitamin folate [6,7,8], is higher compared to normal weight individuals of the same age and sex [7,9,10]. 

The dietary micronutrient selenium (Se) is essential for human health [11] and for geological reasons in several parts of the world, including Europe and New Zealand, it is known that selenium intake is marginally low and sub-optimal for health in the adult population [11,12]. Unlike consumption of most other nutrients, selenium intake is not reliably assessed using self-report tools, such as food frequency questionnaires, because of the wide variations in soil selenium [13]. Selenium (Se) is incorporated into selenoproteins, several of which are involved in cellular antioxidant mechanisms [14]. It has been suggested that poor prenatal Se intake is linked to pregnancy disorders such as pre-eclampsia [15] and is detrimental for children’s psychomotor and language development [16]. Se also plays a role in reproduction, where it is essential for sperm production. In goats, maternal supplementation with Se during gestation and lactation influences the oxidative status and expression of apoptotic genes in the testes of offspring [17] while a recent rat study demonstrated that low Se levels were also associated with changes in intrauterine growth and liver metabolism [18]. 

The vitamin folate is a cofactor in several metabolic pathways, including methionine synthesis, glycine and serine inter-conversion, and purine and pyrimidine synthesis. Because of its important role in nucleic acid synthesis, sub-optimal folate levels during early gestation can impair cellular growth and replication in the developing foetus or placenta, leading to neural tube defects [19]. Furthermore, low concentrations of dietary and circulating folate during pregnancy are associated with increased risks of preterm delivery, infant low birth weight, and foetal growth retardation [19]. However, although awareness of the importance of folic acid has increased significantly over recent years, the number of women taking folic acid prior to conception remains very low [20,21] with global preconception use estimated to be less than 50% [22]. This is compounded by the fact that half of pregnancies are unplanned, and as a consequence, the point at which folic acid is most protective against neural tube defects (from preconception until the fourth week of pregnancy) may have occurred before the woman realizes she is pregnant [23]. Low folate intake during pregnancy has also been shown to lead to metabolic changes in the offspring post-weaning and to an altered metabolic response of the offspring to a high-fat diet after weaning [1,24]. 

Although high-fat diets are consumed in many countries where there is evidence of sub-optimal Se intake, the impact of marginally low Se and folate intake whilst eating a high fat diet during pregnancy and lactation on the metabolism of the offspring is not understood. We hypothesised that a combination of marginally deficient Se and low folate fed in a high fat diet during pregnancy and lactation would cause metabolic changes in the offspring post-weaning. In order to test this hypothesis, we carried out transcriptomic analysis of tissues from male mice born to dams fed a high-fat diet supplemented with Se/folate (diet H), or fed the same diet marginally deficient in Se/folate (diet L) during pregnancy and lactation. The offspring were subsequently fed one or other of these two diets post-weaning, resulting in four treatment groups (HH, HL, LL or LH). The Se content of the marginally deficient diet (0.08 mg/kg of diet) is comparable to that used previously (0.06 mg/kg; [25]) and was designed to provide an animal model for the sub-optimal levels of Se. Likewise, the level of folate in the marginally deficient diet (0.4 mg/kg of diet) is also comparable to that previously used in animal models [26,27]. We believe that these levels of dietary Se and folate are relevant to the sub-optimal, rather than frankly deficient, levels that may be found in human populations.

In this study, we focus on liver and colon because earlier work has shown that low Se affects liver metabolism *in utero* [18,25], and Se levels have also been reported to affect both intestinal growth in the early life of the lamb, and to influence susceptibility to colorectal cancer in the adult human [12,28,29]. The liver is an important Se reservoir and dietary Se and folate treatment together have an important effect on liver function resulting in increased Se deposits and balanced Se bioavailability [30,31]. This is especially important during gestation and lactation, and as a direct result, the health of the progeny is improved [31]. Similarly, the liver is also the main tissue responsible for folate storage and metabolism [32]. Supplementation with methyl donors including folate in a mouse model of colitis has been shown to affect gene expression and DNA methylation in the colon [33] implying that colon may be an important target tissue for folate supplementation [34]. Moreover, Se and folate together have an important effect on the colon where, together, high levels of Se and folate are associated with a substantially reduced risk of colon cancer [13]. However, little is known about how Se and folate interact. We have recently shown that high levels of Se and folate in the post-weaning diet of female offspring born to mouse dams fed a high-fat diet sub-optimal in Se/folate during gestation and lactation affected expression of genes involved in metabolism in both colon and liver [34]. Our aim in the current study was to investigate the effects of altered levels of Se and folate (supplemented *vs.* marginally deficient) in the same high-fat maternal diet during gestation and lactation, on male offspring using a double-crossover experiment.

Here we report that the metabolic impact of the low Se/folate diet on the offspring is considerably greater when fed to dams during gestation and lactation rather than to the offspring post-weaning, which suggests that these effects persist in the offspring throughout later life.

## 2. Experimental Section

### 2.1. Animal Experiments

This study was carried out in accordance with the recommendations of the New Zealand Animal Welfare Act 1999. The experimental procedures for this study were reviewed and approved by the AgResearch Grasslands Animal Ethics Committee in Palmerston North, New Zealand (Ethics Application No. 11691). All efforts were made to minimise animal suffering.

A pelleted sucrose-casein high-fat diet [35,36] (D12079B; Research Diets, New Brunswick, NJ 08901, USA) containing 40%, 42% and 17% kcal from fat (twice the requirement), carbohydrate and protein, respectively was modified to contain either 0.44 mg/kg Se and 2.4 mg/kg folate (high Se and folate; subsequently referred to as diet H; Table 1) or 0.08 mg/kg selenium and 0.4 mg/kg folate (low Se and folate; diet L). Analysis of the diets after manufacture confirmed that these were the actual levels of Se and folate. The levels of Se and folate in diet H are commonly used for supplementation in mouse and rat diets [37,38,39], and are approximately 3-fold and 5-fold higher, respectively, than the recommended requirements as described in the National Research Council (NRC) guidelines for Laboratory Animals [40]. For diet L, the levels of Se and folate were approximately 50% and 80% of the respective NRC guidelines. Additional ethoxyquin was included in both diets to prevent rancidity.

Thirty female wild type C57BL/6 mice (Animal Resource Centre, Western Australia) were fed either the high-fat diet supplemented with Se and folate (diet H; *n* = 15), or marginally deficient in Se and folate (diet L; *n* = 15) for 7 days prior to mating with male C57BL/6 mice (AgResearch Limited Ruakura Small Animal Facility, Hamilton, New Zealand) fed a standard rodent chow diet. Once pregnancy was confirmed via the presence of a vaginal plug, males were removed from the mating cages. The breeding dams consumed the diets during mating, gestation and lactation. Offspring remained with their dams until weaning (*c*. 28 days of age). At weaning, male offspring born to mothers fed diet H were randomly allocated to either continue on the same diet (HH; *n* = 6) or were switched to diet L (HL; *n* = 6) until 12 weeks of age; similarly, male offspring born to mothers fed diet L were randomly allocated to either continue on the same diet (LL; *n* = 6) or were switched to diet H (LH; *n* = 6). Mice were offered 20 g of food pellets twice weekly and had *ad libitum* access to water. Food intake (estimated by collecting and weighing uneaten food) and bodyweight were determined twice weekly. 

### 2.2. Sample Collection

Mice were euthanised at 12 weeks of age via CO_2_ asphyxiation and cervical dislocation. Prior to tissue collection, mice were fasted and re-fed to minimise variation in food intake immediately before sampling [41]. Colon tissue and liver were excised, washed in cold saline and stored in tube containing 1 mL of RNA*later*^®^ (Life Technologies NZ Ltd., Penrose, Auckland, New Zealand), then stored at 4 °C overnight. The RNA*later* was removed and the tissues snap-frozen in liquid nitrogen and stored at −85 °C until analysis.

**Table 1:** Composition of experimental diets (as formulated).

Macronutrient	Diet “L” (0.4 mg Folate + 0.08 mg Se/kg)		Diet “H” (2.4 mg Folate+ 0.44 mg Se/kg)		
	gm %	kcal%		gm %	kcal%
Protein	20	17		20	17
Carbohydrate	49	42		50	43
Fat	21	40		21	40
Total		99			100
kcal/g	4.68			4.68	
**Ingredient**	**gm**	**kcal**		**gm**	**kcal**
Casein	195	780		195	780
dl-methionine	3	12		3	12
Corn Starch	50	200		50	200
Matodextrin 10	100	400		100	400
Sucrose	341	1364		341	1364
Cellulose BW200	50	0		50	0
Milk Fat Anhydrous	200	1800		200	1800
Corn Oil	10	90		10	90
Mineral Mix S10001 †	0			35	
Sodium Selenite (45.7% Se)	0.000067			0.00058	
Mineral mix S19101 (no Se)	35			0	
Calcium Carbonate	4			4	
Vitamin Mix V10001 ‡	0			10	40
Vitamin mix V14901 (no Fo)	10	40		0	
Folic Acid	0.00032			0.00032	
Choline Bitartrate	2			2	
Cholesterol USP	1.5			1.5	
Ethoxyquin	0.04			0.04	
FD&C Yellow Dye #5	0.05			0	
FD&C Red Dye #40	0			0.05	
**Total**	**1001.59**	**4686**		**1001.59**	**4686**

† S1001: Calcium Phosphate, Dibasic, 29.5% Ca, 22.8% P 500 gm; Magnesium Oxide, 60.3% Mg 24 gm; Potassium Citrate, 1 H2O, 36.2% K 220 mg; Potassium Sulfate, 44.9% K, 18.4% S 52 gm; Sodium Chloride, 39.3% Na, 60.7% Cl 74 gm; Chromium K Sulfate, 12 H_2_O, 10.4% Cr 0.55 gm; Cupric Carbonate, 57.5% Cu 0.3 gm; Potassium Iodate, 59.3% I 0.01 gm; Ferric Citrate, 21.2% Fe 6 gm; Manganous Carbonate, 47.8% Mn 3.5 gm; Sodium Selenite, 45.7% Se 0.01 gm (not present in S19101); Zinc Carbonate, 52.1% Zn 1.6 gm; Sucrose 118.03 gm. ‡ V10001: Vitamin A Palmitate, 500,000 IU/gm 0.8 gm; Vitamin D3, 100,000 IU/gm 1 gm; Vitamin E Acetate, 500 IU/gm 10 gm; Menadione Sodium Bisulfite, 62.5% menadione 0.8 gm; Biotin, 1.0% 2 gm; Cyancocobalamin, 0.1% 1 gm; Folic Acid 0.2 gm; Nicotinic Acid 3 gm; Calcium Pantothenate 1.6 gm; Pyridoxine-HCl 0.7 gm; Riboflavin 0.6 gm; Thiamin HCl 0.6 gm; Sucrose 978.42 gm.

### 2.3. RNA and DNA Isolation

Genomic DNA, total RNA, and protein from whole colon and liver tissue were extracted using an AllPrep^®^ DNA/RNA/Protein mini kit (Qiagen, Hilden, Germany). Total RNA was quantified using a NanoDrop ND1000 and RNA quality was determined using an Agilent 2100 Bioanalyser (Agilent Technologies, Inc., Palo Alto, CA, USA) to measure the RNA integrity number (RIN); RNA with a RIN of 8.0 or higher was considered to be of sufficiently high quality for subsequent microarray analysis. RNA was stored at −85 °C until required.

### 2.4. Microarray Hybridisation and Analysis

Microarray hybridisation has been described in detail previously [42]. Briefly, a reference design was used for microarray hybridisation: intestinal and liver RNA extracts from all mice were pooled in an equimolar proportion and used as the reference sample. Cy3-labelled sample cRNA (0.75 μg) and Cy5-labelled reference cRNA (0.75 μg) was prepared using an *in situ* hybridisation kit-plus (Agilent Technologies, Inc.) and hybridised to Agilent Technologies Mouse G4122F—4 × 44 k 60 mer oligonucleotide arrays, as previously described [43]. Slides were scanned using an Agilent scanner after an automatic gain and calibration prior to each scan. Spot identification and quantification were performed using Agilent Feature Extraction software version 9.5. Microarray fluorescence signals were normalised using a global loess algorithm in R 3.0.2 with the Linear Models for Microarray Data (limma) package [44]. Differentially expressed genes were determined using an Empirical Bayes modified *t*-statistic from a linear model of microarray analysis. Probes with a greater than 1.5-fold change difference and FDR < 0.05 were considered differentially expressed. Over-representation analysis of KEGG and Reactome pathways and Gene Ontology processes was performed using the ClueGO application [45] in Cytoscape, with pathways and processes showing Bonferroni step down adjusted *p* < 0.01 considered significantly over-represented. Partial least squares-discriminant analysis (PLS-DA) was performed on genes that showed the highest variation across all samples (top 5% coefficient of variation) using the mixOmics package [46] in R. PLS-DA is a multivariate analysis that is commonly used for classification purposes by maximising the explained variance between groups. It is an appropriate choice for this particular study because a relationship between the multivariate gene expression data and the categorical variable, in our case the nutritional regime of dams and pups, is determined in such a way that the categorical variable values can by predicted for samples based on the gene expression profiles [47].

Gene expression data were also analysed by gene set enrichment analysis (GSEA) which tests for coordinated shifts in expression of whole sets of genes, rather than individual genes [48], because genes within biological pathways are not necessarily independent, which is assumed in per gene analyses. Furthermore, GSEA has been shown to be more sensitive than traditional per gene analyses [49,50]. GSEA was performed using the mroast function in the limma package, which estimates *p*-values by random rotations using Monte Carlo simulations. The gene sets used were the Reactome *Mus muscularis* pathways [51], with pathways showing *p* < 0.01 considered significantly different in expression.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [52] and are accessible through GEO Series accession number GSE68179.

## 3. Results

### 3.1. Food Intake and Body Weight

There was no effect of Se and folate supplementation/restriction either during gestation and weaning or post-weaning on the food intake or bodyweight of offspring at 28 days (*p* > 0.05).

### 3.2. Gene Expression in the Liver

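RNA of the liver and of the whole colon of offspring aged 12 weeks was measured on 48 Agilent 2-colour arrays, 24 for each tissue. Diet H held 0.44 mg/kg Se and 2.4 mg/kg folate, and diet L held 0.08 mg/kg Se and 0.4 mg/kg folate. The first letter of a group gives the diet of the dam and the second letter the diet of the offspring after weaning. Each of the 12 slides carried 1 array of each of the 4 groups, all of one tissue. The RNA of the mouse was labelled with Cy3 and a common reference with Cy5 on every array, without a dye swap. The paper describes the reference as pooled intestinal and liver RNA, whereas the description deposited with the arrays gives RNA of a whole pregnant mouse and foetus. The labels give 2 of the 6 HH liver arrays the same animal. For each pair of HH liver arrays, deviations were taken from the mean of the HH liver arrays outside the pair. Those of the 2 arrays had a Pearson correlation across probes of 0.914, against at most 0.662 for the other pairs. The 2 arrays were averaged and counted as 1 mouse. This left 5 HH, 6 HL, 6 LH and 6 LL mice for the liver and 6 mice per group for the colon. On the liver arrays, 55.1 to 66% of the spots were well above background in the Cy3 channel, with group medians of 59.15, 60.7, 60.8 and 60.55% for HH, HL, LH and LL. The number of arrays limits the precision of all values.

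The paper describes the offspring as male. *Xist*, which is transcribed from the inactive X chromosome of females, had a log2 Cy3 signal between 5.98 and 6.74 on 22 liver arrays and between 6.31 and 8.06 on 18 colon arrays. It was 11.56 on the array of HL liver replicate 2 and at least 13.08 on those of HL colon replicate 5 and LL colon replicates 1 and 3. *Eif2s3y*, a gene of the Y chromosome, was 6.29 in that liver and at most 7.37 in these colons, against at least 9.78 on the 22 liver arrays. Both genes were present in HH colon replicates 1 and 5, LL colon replicate 5 and LL liver replicate 6. All of these mice were kept.

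**Figure D1:**
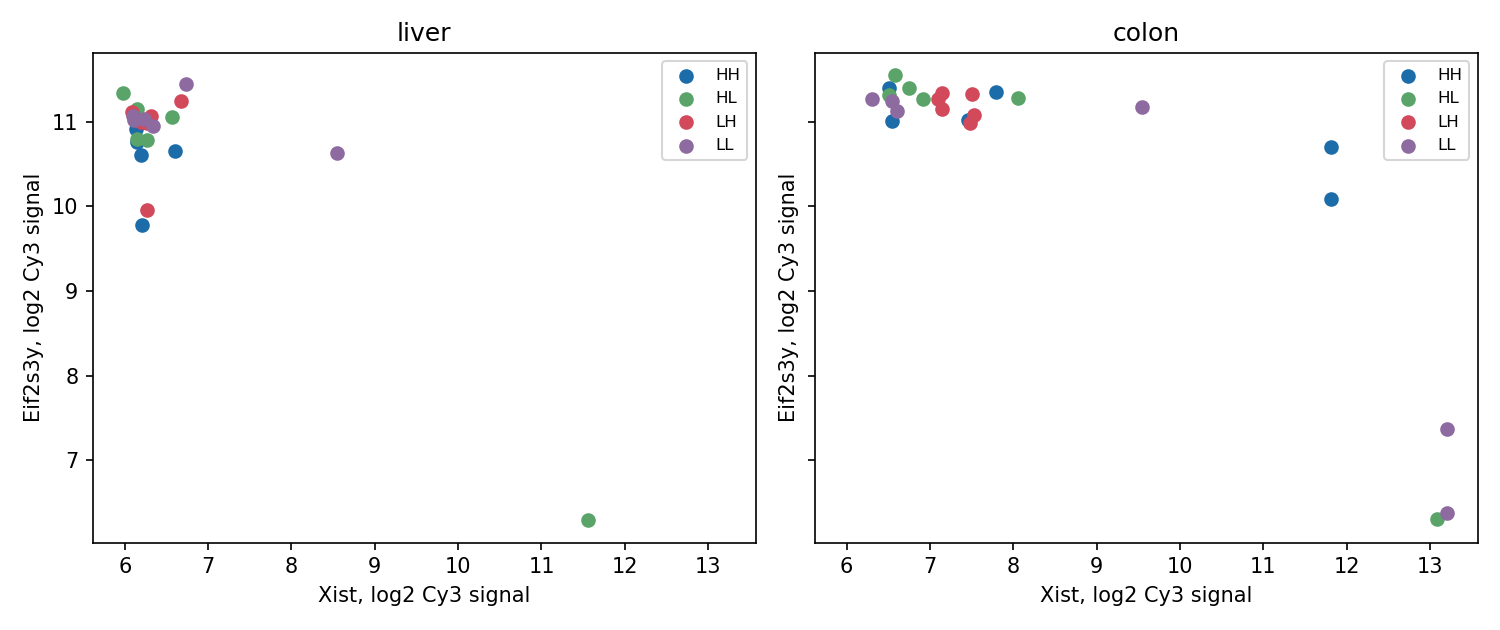
Log2 Cy3 signal of *Xist* (horizontal axis) and *Eif2s3y* (vertical axis) on each liver and colon array. The 4 arrays with *Xist* and without *Eif2s3y* lie at the lower right, and the 4 arrays with both genes lie between these and the others.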

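The authors deposited the raw median intensity of each spot and of its local background as read by Feature Extraction, and a table of log2 ratios. That table was compared with the intensities and matched loess normalisation of the raw medians without background correction, with a Pearson correlation across spots of 1 on every array. Here the background was corrected with limma's normexp method (offset 50), followed by global loess within each array, and the log2 ratio of mouse over reference was taken. Control spots and between 102 and 261 spots per array marked as non-uniform or as outliers by Feature Extraction were left out, and the spots of a probe were averaged, which gave 41174 probes. A linear model with the 4 groups of one tissue was fitted with limma's lmFit and eBayes. A probe was counted as differentially expressed at a fold change over 1.5 and a Benjamini-Hochberg FDR under 0.05. In data simulated with the spread of the liver mice, 200 probes were changed by 0.8 to 1.2 on the log2 scale. This model found 177 of them for HH *vs.* LH, together with 6 unchanged probes. The simulation drew each probe independently, whereas real arrays can have deviations shared by many probes. Its changes were larger than those of most of the 7 genes named below. It thus does not give the power or the error rate for the real data.

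On 4 arrays the log2 ratios after normexp spread less than on the others. Their SD across probes was 0.55 to 0.61 on the arrays of HH liver replicate 2 and HL liver replicates 5 and 6, and 0.53 on that of HH colon replicate 1. It was 0.76 to 0.94 on the other 21 liver arrays and 0.69 to 0.82 on the other 23 colon arrays. These arrays hold a few spots whose local background was brighter than the spot. With that background set to the median background of the array, a repair chosen after seeing the data, the SD of the 3 liver arrays was 0.86 to 0.94. Values with this repair are given beside most counts of probes and pathways.

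**Figure D2:**
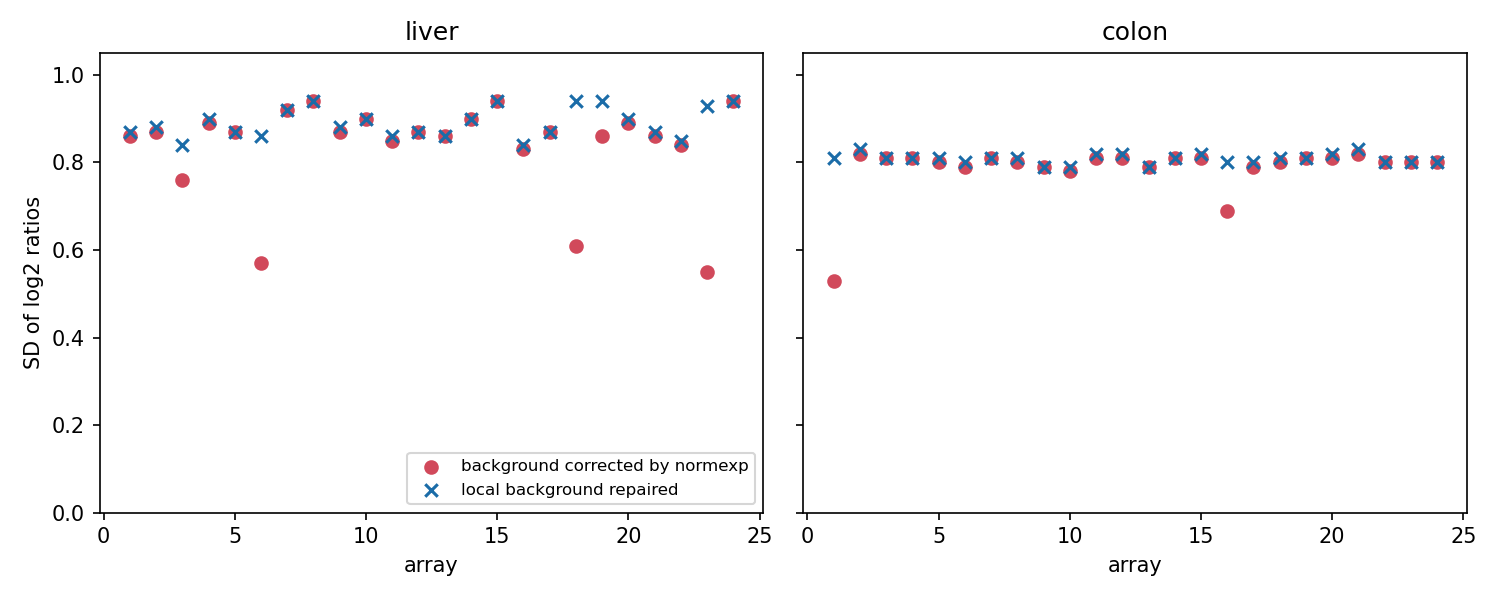
SD across probes of the log2 ratios of each liver and colon array (vertical axis) with normexp and with the repaired background. With normexp the 3 liver arrays and the colon array named above lie below 0.65, and with the repair all arrays lie between 0.79 and 0.94.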

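The 2059 probes with the highest coefficient of variation, 5% of all probes, entered mixOmics' PLS-DA with 3 components, which held 54.8, 8.54 and 3.31% of their variance in the liver. Fitted on all 23 mice, the model assigned 20 of them to their own group. Each mouse was then left out in turn, and the probes were chosen and the model fitted without it. In this way 4 of the 23 mice were assigned to their own group, where permuted labels gave a median of 4, and at least as many in 53 of 100 permutations, the real labels included. The 4 mice were 3 of 6 LH mice and 1 of 6 LL mice, and none of the HH or HL mice was assigned to its own group. The number was 2 of 23 mice with the repaired background and also with no background correction. With the 2 arrays of one HH mouse counted as 2 mice it was 6 of 24 arrays, where permuted labels gave a median of 4, and 28 of 100 permutations gave as many.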

As can be seen in Figure 1, PLS-DA plots of the microarray data showed that overall gene expression patterns in the liver could be distinguished between offspring from each of the four treatment groups (HH, HL, LH, and LL). 

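The share of the variance of these probes that went with each feeding period was estimated with vegan's adonis2 and permutations of the mice. In the liver the diet of the dam accounted for 13.7% (permutation p = 0.0212), the diet of the offspring for 1.4% (permutation p = 0.985) and their interaction for 4.37% (permutation p = 0.313). After the repair of the background these shares were 4.5% (permutation p = 0.374), 2.07% (permutation p = 0.987) and 10.1% (permutation p = 0.0176), so the share of the dam's diet depended on the background correction.

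No probe passed the threshold in any liver comparison with limma. For HH *vs.* LH, 4339 of the 41171 probes tested (10.5%) had an unadjusted p under 0.05, of which 631 also changed by more than 1.5-fold, and the lowest adjusted p was 0.0617. For HH *vs.* HL these numbers were 593 probes (1.44%), 48 probes and an adjusted p of 1. For HH *vs.* LL they were 2002 probes (4.86%), 171 probes and an adjusted p of 0.83. Of 100 splits of the HH and LH mice into groups of the same sizes, the real one included, 2 gave as many probes at an unadjusted p under 0.05 as the real split. The corresponding counts were 96 of 100 for HH *vs.* HL and 29 of 100 for HH *vs.* LL. After the repair the 3 comparisons had 4920, 1783 and 1403 probes, reached in 1, 53 and 61 of 100 splits. The setting fixed in advance that moved the count for HH *vs.* LH most was median centring in place of loess, with 181 probes past the threshold. With slide as a block, 38 probes passed and 5801 had an unadjusted p under 0.05, a number reached in 8 of 100 permutations of the diets within slides. Counts that moved with the setting are given after the article.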

PLS-DA indicated that feeding diet L during gestation and lactation had the greatest effect on gene expression and this was also evident from the total number of genes found to show a significant change in expression with a fold change >|1.5| and FDR < 0.05 cut-off (Table 2); 720 probes showed a significant change when comparing HH *vs.* LH, 110 genes when comparing HH *vs.* HL, and 76 genes when comparing HH *vs.* LL. Comparison of other treatments showed smaller effects on gene expression and therefore further analysis focussed on the effects of altered Se/folate levels either during gestation and lactation (HH *vs.* LH), or during weaning (HH *vs.* HL). 

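In the other liver comparisons limma likewise called 0 probes. An unadjusted p under 0.05 was reached by 3889 probes (9.45%) for HL *vs.* LL, 2492 probes (6.05%) for LH *vs.* LL and 2781 probes (6.75%) for HL *vs.* LH, where 5% would pass with no difference and independent probes. As many or more probes were found in 16, 19 and 31 of 100 splits of the mice of these comparisons. After the repair the numbers were 1273, 2623 and 722 probes, reached in 69, 22 and 94 of 100 splits. The repair changes HL replicates 5 and 6 and, less so, LH replicates 1 and 5. The SD of these LH arrays rose from 0.76 to 0.84 and from 0.86 to 0.94. With 1 mouse left out at a time, the number for HL *vs.* LL lay between 1286 (without HL replicate 6) and 6285 (without HL replicate 2, the liver with *Xist* and without *Eif2s3y*). From the numbers of differentially expressed genes in Table 2 and the PLS-DA, the paper reasons that diet L during gestation and lactation had the greatest effect on gene expression in the liver, and it centres its further analysis on HH *vs.* LH and HH *vs.* HL.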

Over-representation analysis of differentially expressed genes assigned to the KEGG, Reactome, and Gene Ontology pathways and processes using the ClueGO application showed that gene expression changes in the liver when comparing HH and LH offspring included those involved in linoleic acid and retinol metabolism, hormone synthesis, Phase 1 metabolism, and DNA binding (Table S1). 

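Over-representation was tested on Reactome pathways alone, with a one-sided Fisher exact test per pathway on genes and Holm's step-down adjustment, against the 6316 genes on the arrays that belong to any of the 950 pathways tested. KEGG and Gene Ontology sets were not available. With 0 called probes there was nothing to test in the main setting. The 38 probes called for HH *vs.* LH with slide as a block named 19 genes of the background, and 0 pathways passed an adjusted p of 0.01. The first of them was Metabolism, with 9 of its 1394 genes among those called (exact p = 0.0128, Holm-adjusted p = 1).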

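For HH *vs.* HL, calls in the liver arose only in settings combined after seeing the data. The one with the most calls left the background uncorrected, counted the 2 arrays of one HH mouse as 2 mice, tested each spot on its own and fitted all 8 groups of both tissues with slide as a block. It called 48 probes, which named 15 genes of the background. Of the pathways tested, 6 passed a Holm-adjusted p of 0.01, the first of which was Xenobiotics with 5 of its 32 genes (exact p = 6.98e-09, Holm-adjusted p = 6.63e-06). In the same setting 634 probes were called for HH *vs.* LH, naming 206 genes, and 0 pathways passed. The first was Metabolism of lipids and lipoproteins, with 31 of its 483 genes (exact p = 0.000182, Holm-adjusted p = 0.173).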

Processes and pathways significantly over-represented among differentially expressed genes in the liver of HH offspring compared with HL offspring were associated with a wide range of processes, the most significant of which were involved in lipid metabolism, mitochondrial metabolism, response to stress, and immune responses (Table S2).

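Mouse Reactome sets with at least 10 probes, 1119 in all, were tested in the liver with limma's mroast and 1999 rotations. For HH *vs.* LH, 100 sets had p under 0.01, where 11.2 would be reached with no difference, and 34 had a Benjamini-Hochberg adjusted p under 0.05. Of the 100 sets, 18 were higher in HH and 82 higher in LH. With only the probe of a gene with the highest mean signal, 78 of 950 sets passed, and the balance was the other way, with 46 higher in HH and 32 higher in LH. With fry in place of mroast the number was 100 as well, and 2 of 100 splits of the mice gave as many. Once the background was repaired, 89 sets passed, 72 of them shared with the 100 and all 72 in the same direction, but 0 sets had an adjusted p under 0.05 (lowest 0.073). Without background correction it was 0 sets as well (lowest 0.0799), while 69 sets had one with processed signals, 57 with slide as a block, 81 with the 2 arrays of one HH mouse counted as 2 mice and 20 with 1 probe per gene. Of the 85 sets of Table S3, 56 were found by name, of which 55 went in the direction given there, 25 of them with p under 0.01. After the repair 56 did, 29 of them with p under 0.01. Under camera with its preset correlation 208 sets passed, and under camera with an estimated correlation 49.

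Metal ion SLC transporters were higher in LH (mroast adjusted p = 0.0373), with 42.9% of 35 probes higher and 5.71% lower. Zinc transporters had an adjusted p of 0.0373, with 50% of 22 probes higher. The Unfolded Protein Response was higher in LH (adjusted p = 0.043), with 44% of 25 probes higher. Metabolism of water-soluble vitamins and cofactors, which holds the folate pathways, was higher in LH (adjusted p = 0.0494), with 27.7% of 119 probes higher. With the repaired background the adjusted p of the first 3 sets was 0.073 and that of the vitamin set 0.144. Eukaryotic Translation Elongation was lower in LH (adjusted p = 0.0819), with 47.5% of 120 probes lower, and so was Eukaryotic Translation Initiation (adjusted p = 0.135). Respiratory electron transport was lower in LH (adjusted p = 0.081), with 50.6% of 83 probes lower.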

Gene set enrichment analysis, which examines changes in expression of groups of genes, showed that feeding a Se/folate deficient diet during gestation and lactation, but not post-weaning, had major effects on a large number of pathways, including methyl metabolism pathways, translational control related pathways, mitochondrial metabolism, metal transporter and unfolded protein response pathways in the liver (HH *vs.* LH offspring; Table S3). This was reflected in the expression of *Rpl41*, *Rps19*, *Hsp90b1*, *Pfdn1* and *Xbp1* (all involved in translational control) as well as *Gpx4* and *Ndufb4* that have mitochondrial function (Table S4). 

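The probe with the highest signal stood for each gene, and log2 ratios over the reference are given as mean ± SD. *Ndufb4* was 0.2 ± 0.15 in HH (n = 5) and -0.41 ± 0.06 in LH (n = 6), a log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.118 from limma). *Gpx4* was 0.3 ± 0.37 in HH and -0.27 ± 0.15 in LH, a change of -0.58 (standard error 0.13, adjusted p = 0.171). *Rpl41* fell from -0.33 ± 0.2 to -0.86 ± 0.12, a change of -0.53 (standard error 0.12, adjusted p = 0.16), and *Rps19* from 0 ± 0.14 to -0.52 ± 0.17, a change of -0.52 (standard error 0.13, adjusted p = 0.171). *Pfdn1* changed by -0.62 (standard error 0.23, adjusted p = 0.33). *Xbp1* rose from -0.56 ± 0.38 to 0.28 ± 0.4, a change of 0.84 (standard error 0.3, adjusted p = 0.308), and *Hsp90b1* from -0.32 ± 0.49 to 0.36 ± 0.33, a change of 0.69 (standard error 0.24, adjusted p = 0.292).

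The HH and LH mice did not overlap for *Rpl41* and *Ndufb4*. None of the 7 genes changed direction in any of 54 settings, leave-outs included. *Ndufb4* passed the threshold in 5 planned settings, 1 of them with slide as a block (adjusted p = 0.0456), and *Gpx4* in 1 planned setting, the slide block (adjusted p = 0.0495). *Hsp90b1*, *Xbp1* and *Pfdn1* passed only in settings added after seeing the data, and *Rpl41* and *Rps19* passed in none. The 6 genes other than *Pfdn1* had an adjusted p under 0.05 from limma for a difference between liver and colon, as given after the article. The paper chose them from these livers, so that difference is not independent evidence.

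**Figure D3:**
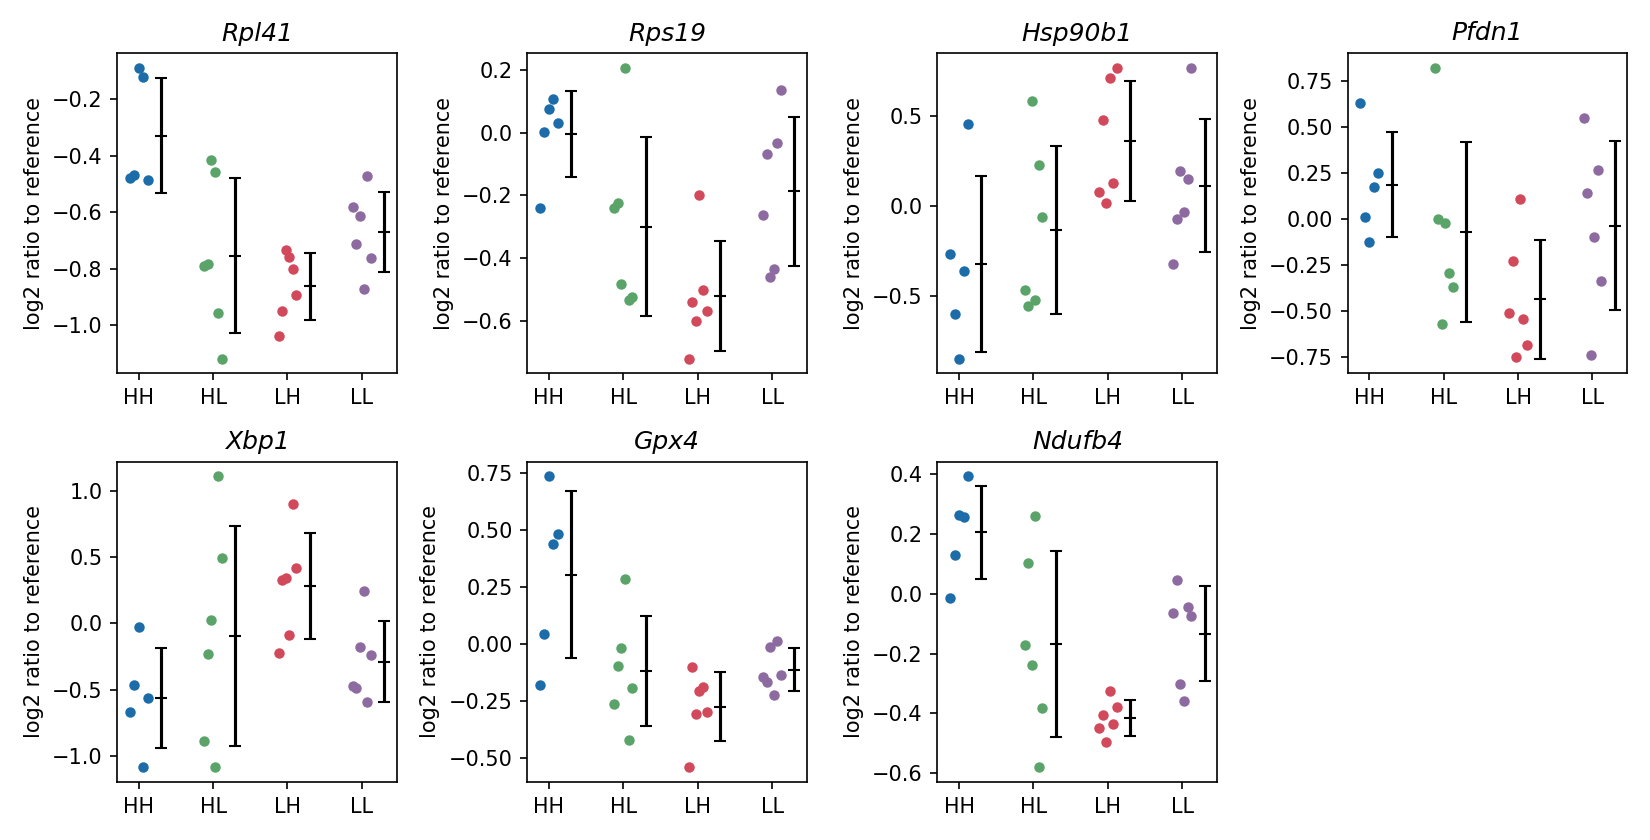
Log2 ratio over the reference (vertical axis) of the 7 genes in the liver of each mouse of the 4 diet groups. Points are mice and bars the mean ± SD. *Rpl41* and *Ndufb4* lie lower in every LH mouse than in every HH mouse.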

Similarly, GSEA showed that expression of components of methyl metabolism and translational control pathways changed significantly in the liver when the Se/folate deficient diet was fed post-weaning (HH *vs.* HL) and, in addition, this treatment also showed significant changes in metal ion SLC transporter and zinc transporter pathways (Tables S5 and S6). 

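For HH *vs.* HL in the liver, 10 of the 1119 sets had a mroast p under 0.01, fewer than the number reached with no difference, and 0 had an adjusted p under 0.05. By fry there were 18 sets, and 24 of 100 splits of the mice gave as many. Counting the 2 arrays of one HH mouse as 2 mice gave 28 sets. Of the 31 sets of Table S5, 15 were found by name and all 15 went in the direction given there, 4 of them with p under 0.01, and 1 of them after the repair. Among the 10 sets by mroast were Zinc transporters and Metal ion SLC transporters, both higher in HL and both with an adjusted p of 0.839. Of their probes, 27.3% and 22.9% were higher in HL and none lower. Eukaryotic Translation Initiation was lower in HL (adjusted p = 0.839), with 30.7% of 163 probes lower. Metabolism of water-soluble vitamins and cofactors was higher in HL (adjusted p = 0.916), with 13.4% of its probes higher.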

Changes in lipid metabolism pathways were also identified by GSEA, which matches results from over-representation analysis of differentially expressed genes between offspring in the HH and HL groups. 

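The set Metabolism of lipids and lipoproteins was higher in HL with a mroast adjusted p = 0.972, with 9.44% of 752 probes higher and 3.32% lower. Its subset on fatty acids, triacylglycerol and ketone bodies had an adjusted p = 0.972, with 11.9% of 143 probes higher. After the repair of the background the adjusted p-values were 0.71 and 0.777.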

Interestingly, comparison of expression by GSEA in liver from animals supplemented with Se/folate either during gestation and lactation, or after weaning, with the animals fed the deficient diet throughout showed changes in translational control pathways (data not shown).

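Against LL, 16 sets had a mroast p under 0.01 in HL and 33 in LH, and 0 had an adjusted p under 0.05 in either comparison. The number in LH by fry was 37, which 2 of 100 splits of the mice reached, and that in HL was 18, which 17 of 100 splits reached. Eukaryotic Translation Initiation was higher in LL than in HL (adjusted p = 0.323), with 31.9% of its probes lower in HL, and higher in LL than in LH (adjusted p = 0.312), with 33.7% of its probes lower in LH. When HL replicate 2, the liver with *Xist* and without *Eif2s3y*, was left out, the number of sets by fry for LL *vs.* HL was 74, against 18 with all mice, and with both livers with *Xist* left out it was 29. After the repair these numbers were 17, 4 and 7.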

**Figure 1:**
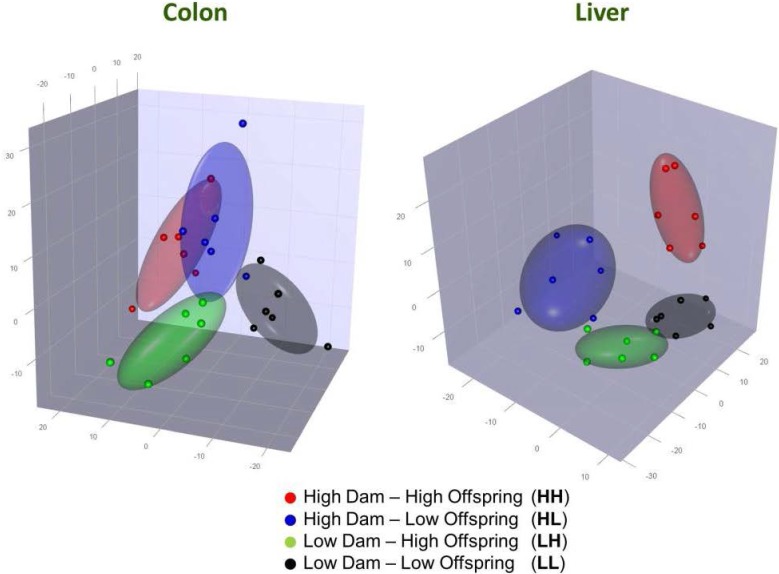
Partial least squares-discriminant analysis (PLS-DA) of gene expression profiles in colon (**left**) and liver (**right**) tissue for genes within the top 5% coefficient of variation; HH (red; *n* = 6), HL (blue; *n* = 6), LH (green; *n* = 6), LL (black; *n* = 6). Ellipses show 50% confidence interval boundary.

**Table 2:** Summary of gene expression changes in liver tissue in response to altered Se/folate levels. Comparisons for which further analyses, including GSEA, were carried out are marked *. For each of the experimental groups, data represent *n* = 6 animals. DE = differentially expressed.

Change in Gene Expression	Comparison				
	HH *vs.* HL*	LH *vs.* LL	HH *vs.* LL	HL *vs.* LL	HH *vs.* LH*
Lower expression	50	18	13	0	358
No change	43,269	43,356	43,303	43,379	42,659
Higher expression	60	5	63	0	362
Total DE genes	110	23	76	0	720

### 3.3. Gene Expression in the Colon

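For the colon, 66.8 to 73.7% of the spots were well above background in the Cy3 channel, more than on the liver arrays. The probes chosen by coefficient of variation entered the PLS-DA as for the liver, and the 3 components held 35.6, 21 and 6.54% of their variance. Fitted on all 24 mice, the model assigned 15 to their own group. Left out in turn, 4 of 24 mice were assigned to their own group, 2 of 6 HH mice and 2 of 6 LH mice, and permuted labels, dealt without regard to the slide, gave a median of 3. At least as many were assigned in 49 of 100 permutations. Once the background was repaired, 1 mouse was assigned to its own group.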

PLS-DA of the microarray data indicated that overall gene expression patterns in the colon could be distinguished between offspring from each of the four groups (HH, HL, LH, and LL; Figure 1). However, changes in gene expression were subtle as no genes were considered differentially expressed in the colon using criteria FDR < 0.05 and fold change >|1.5|. 

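In the colon limma called 0 of 41173 probes in each of the 6 comparisons. At an unadjusted p under 0.05 there were 2962 probes (7.19%) for HH *vs.* LH, 1921 (4.67%) for HH *vs.* HL, 2026 (4.92%) for HH *vs.* LL, 454 (1.1%) for HL *vs.* LL, 1060 (2.57%) for LH *vs.* LL and 1150 (2.79%) for HL *vs.* LH. The lowest adjusted p was 0.0829, for HH *vs.* LH. As many probes were found in 23, 54, 45, 99, 66 and 53 of 100 splits of the mice of these comparisons. After the repair the numbers in the same order were 1333, 601, 699, 423, 1150 and 1207 probes, reached in 51, 94, 94, 99, 61 and 51 of 100 splits. These splits ignore the slide, and colon arrays of one slide deviated together. With slide as a block 5349 probes were found for HH *vs.* LH, reached in 2 of 100 permutations of the diets within slides, and with the repaired background 3333 probes, reached in 10 of 100. In data simulated with the spread of the colon mice, 190 of 200 changed probes were called, with each probe drawn independently as for the liver. Fitted together with the liver in 1 model of 8 groups, the colon arrays gave 15 calls for HH *vs.* LH. Without HH replicate 1, an array with *Xist* and a low spread after normexp, 1726 probes had an unadjusted p under 0.05 for HH *vs.* LH.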

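Between HH and LH, 70 of the 1119 Reactome sets had a mroast p under 0.01 in the colon. The lowest adjusted p was 0.133, so 0 sets passed after adjustment. Of the 70 sets, 61 were higher in HH and 9 higher in LH. By fry there were 88 sets, and no other of 100 splits of the mice gave as many. This number depended on the background correction. With the repaired background 11 sets passed by mroast, all among the 70. By fry 14 sets passed after the repair, and 8 of 100 splits gave as many. With all 6 colon mice with *Xist* left out 24 sets passed by fry, but these include HH replicate 1, whose background correction failed. After the repair 14 sets passed by fry with all mice, 10 without the 6 mice and 15 without the 3 that had *Xist* alone. With slide as a block 119 sets passed by fry, reached in 1 of 100 permutations of the diets within slides, and after the repair 51 sets, reached in 4 of 100. Between HH and HL 6 sets passed, and between LL and HL and between LL and LH 0 sets passed by mroast and by fry.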

Although no differentially expressed genes were seen in the colon, the greater sensitivity of GSEA resulted in identification of a number of differentially expressed pathways (*p* < 0.01). Gene set enrichment analysis showed that a deficiency in Se/folate during gestation and lactation (HH *vs.* LH) led to changes in cell cycle regulation pathways, DNA damage regulation, RNA processing, and the pathway of mitochondrial protein import (Figure 2; Table S7).

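The set Cell Cycle was lower in the colon of LH mice, with 20.2% of 731 probes lower and 2.74% higher. G1/S Transition (25.2% of 135 probes lower), G1/S DNA Damage Checkpoints (15.5% of 84 probes lower) and Mitochondrial Protein Import (21.4% of 42 probes lower) went the same way. RNA Polymerase III Transcription Initiation From Type 2 Promoter had 17.1% of 41 probes lower. By mroast the adjusted p of all 5 sets was 0.133, and all but the last were among the 70 sets with an unadjusted p under 0.01. The repair of the background changes HH replicate 1 (SD 0.53 to 0.81) and, less so, HH replicate 4 (SD 0.69 to 0.8). With it the adjusted p-values in the same order were 0.513, 0.513, 0.588, 0.513 and 0.572, with all 5 sets lower in LH. Of the 21 sets of Table S7, 20 went in the direction given there, 10 of them with p under 0.01. After the repair all 21 did, 2 of them with p under 0.01.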

## 4. Discussion

In this study mice were fed a high-fat diet either supplemented with, or marginally deficient in, Se/folate to provide an experimental model of a human high-fat diet containing either sufficient or sub-optimal (rather than being severely deficient) levels of these two micronutrients. A cross-over design was used to investigate the effects of these diets fed to the mother during gestation and lactation compared with feeding to the offspring post-weaning. 

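Contrasts of the 4-group model tested each feeding period itself, and limma called 0 probes for any of them in either tissue. In the liver, 6258 probes (15.2%) had an unadjusted p under 0.05 for the diet of the dam, 402 (0.976%) for the diet of the offspring and 2750 (6.68%) for their interaction. When the 4 diet labels were dealt anew to the mice, as many probes were found in 11, 98 and 23 of 100 draws. After the repair of the background the numbers were 1693, 570 and 4655 probes, reached in 53, 98 and 4 of 100 draws. Which of the terms was largest thus depended on the background correction, while the diet of the offspring gave the fewest probes with both. In the colon 1485, 1178 and 1313 probes were found for the dam's diet, the offspring's diet and the interaction, reached in 54, 64 and 62 of 100 draws. The draws ignore the slide, on which colon arrays deviated together, and were not repeated within slides.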

Microarray analysis of gene expression patterns following feeding of the two diets showed that there were different effects on gene expression in the liver and colon, and that the impact of the low Se/folate diet on the offspring is considerably greater when fed to the dams during gestation and lactation, rather than to the offspring themselves after weaning. 

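LH and HL were both compared with the same HH mice, so their changes from HH are alike with no effect of diet. The Pearson correlation across probes of the LH and HL changes in the liver was 0.48. In simulations, the deviations of all liver mice from their group means were shuffled into unchanged groups. The same drawn group stood for HH in both changes, and the correlation was -0.08 to 0.93 with a median of 0.51. A value of 0.48 or higher was reached in 56 of 100 simulations. Once the background was repaired, the correlation was 0.84, and 0 of 100 simulations reached it, with a highest value of 0.81. Whether deviations shared by the HL and LH arrays of a slide raise the correlation was not tested. The Unfolded Protein Response was higher in HL by mroast with an adjusted p = 0.972 (16% of its probes higher), and with an adjusted p = 0.539 after the repair. Probes are not independent replicates.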

Analysis of gene expression in the liver using GSEA showed that, although the magnitude of the effects was greater in response to feeding to the dams, feeding of the low Se/folate diet either during gestation/lactation or post-weaning had similar effects on pathways involved in regulation of translation (protein biosynthesis), methyl group metabolism, metal ion transporters and unfolded protein response. No significant differences were observed at the individual gene level in the colon between the different treatments. However, some differences in expression of Reactome pathways were seen in the colon, largely in pathways associated with cell cycle control; as was the case in liver, effects were greater if the deficient diet was fed to the dams during gestation and lactation, rather than to the offspring after weaning. 

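For the sets of cell cycle control, the change between HH and HL in the colon was smaller than that between HH and LH. Cell Cycle was lower in HL with a mroast adjusted p = 0.789, with 14.6% of its probes lower, and G1/S Transition with an adjusted p = 0.789, with 11.1% lower. The difference between these 2 changes was not tested for single sets.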

Effects of the low Se/folate diet on methyl group metabolism pathways in the liver are not surprising because folate has a well-recognised role in S-adenosyl methionine metabolism and methylation reactions. In addition, the observed changes may be exacerbated by Se restriction because the feeding of low Se diets has previously been found to affect homocysteine levels and 1-carbon metabolism in the liver [25]. This is supported by a recent genome-wide association study, in which evidence of a genetic link between Se and homocysteine pathways is reported [53]. The effects on protein biosynthesis pathways may be related to the sub-optimal Se in the diet since in humans a modest Se supplementation has previously been observed to affect translational control/ protein biosynthesis pathways in lymphocytes [54]. This may also be related to sub-optimal dietary folate, which is necessary for the remethylation of homocysteine to methionine, with consequent implications for protein synthesis pathways. Alterations in translational signalling pathways are known to occur in response to a variety of stresses, including endoplasmic reticulum stress [55], and therefore the observed changes in such signalling pathways may reflect the fact that after feeding the low Se/folate diet the liver is under metabolic stress, and that this results in a stress-induced translational repression. In addition Se, as selenocysteine, is incorporated into selenoproteins during translation so it is likely that low Se supply leads to changes in the machinery regulating mRNA stability, turnover and translation [14,56]. It is not clear why these dietary changes cause altered expression of liver metal, SLC and zinc transporters but this could reflect compensatory changes in transporters to increase nutrient availability. 

Other pathways significantly affected by low Se/folate during gestation and lactation relate to the unfolded protein response and mitochondrial function; both of these may be a response to low Se because several selenoproteins are involved in the endoplasmic reticulum stress responses [14]. Furthermore, one selenoprotein (GPx4), the expression of which was found to be changed in this experiment, has been reported to have a role in mitochondrial function and knockdown of GPx4 affects expression of components of the respiratory chain [57]. 

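A list of 21 endoplasmic reticulum chaperones and stress genes had a median log2 change of 0.501 in the liver of LH mice, with 19 genes higher and 2 lower than in HH (mroast adjusted p = 0.00825 over 11 lists). *Hyou1* had the largest change of the genes named from it, 1.37 (standard error 0.37, adjusted p = 0.184 from limma over all probes). A list of 83 respiratory chain genes had a median of -0.197, with 69 lower (adjusted p = 0.00825). A list of 24 selenoproteins had a median of 0.0295, with 13 higher and 11 lower (mroast adjusted p = 0.455). Lists of 75 cytosolic ribosomal proteins (median -0.198, 62 lower) and of 12 clock genes of the phase of *Dbp* (median 0.524, 12 higher) had an adjusted p of 0.00825 as well. A list of 36 genes of one-carbon metabolism had a median of 0.021 with 19 higher (adjusted p = 0.752). The paper had reported changes in the unfolded protein response, mitochondrial function and translation in the same livers. The clock lists were chosen after reading its tables. Low adjusted p-values of the chaperone, respiratory chain, ribosomal and clock lists are thus not independent evidence.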

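Among 24 selenoproteins on the arrays, the *Gpx4* probe had the lowest p between HH and LH in the liver, and 1 selenoprotein probe had an adjusted p under 0.05 adjusted over the list alone (0.00758). *Selenow* changed by -0.4 (standard error 0.14, adjusted p = 0.307 from limma over all probes) and *Txnrd3* by 0.34 (standard error 0.12, adjusted p = 0.308), each with an overlap between the groups. Between HH and HL the change of *Gpx4* was -0.42 (standard error 0.13, adjusted p = 1), and between HH and LL it was -0.42 as well (adjusted p = 0.83).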

GPx4 is regarded as being relatively high in the selenoprotein hierarchy and unaffected by Se depletion [56] but it is the only selenoprotein whose gene expression was sensitive to Se/folate restriction in the present work; this may reflect the importance of GPx4 in early life, as demonstrated by the gene knock-out being lethal [58].

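In the liver of LH mice, the set Metabolism of lipids and lipoproteins was higher than in HH with a mroast adjusted p = 0.188, with 25.9% of its probes higher and 9.18% lower. The set Fatty acid, triacylglycerol, and ketone body metabolism was higher with an adjusted p = 0.0787, with 34.3% of its probes higher and 7.69% lower. With the repaired background the adjusted p-values were 0.0916 and 0.175.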

In the liver, fatty acid/lipoprotein metabolism was the highest ranked pathway using CLUEGO and also found to be changed in the GSEA analysis. Such changes are compatible with earlier observations that in weanling rats or mice, low Se diets induce changes in fatty acid metabolism [25,59] and low folate in the maternal diet has been reported to affect the metabolism of the offspring and its response to a high-fat diet [1,24]. 

The pattern of gene expression in the colon responded differently to the low Se/folate diet compared with the liver. 

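The difference between the tissues was tested in 1 model of all 8 groups, in which liver and colon entered as independent samples, since the paper does not state which come from one mouse. For the change from HH to LH, limma called 0 probes with a change that differed between liver and colon. An unadjusted p under 0.05 was reached by 3971 probes (9.65%), and labels dealt anew within each tissue gave as many in 10 of 100 draws. For the change from HH to HL there were 0 calls and 950 probes (2.31%), reached in 89 of 100 draws. These draws ignore the slide, on which colon arrays deviated together, and were not repeated within slides. Across probes the changes from HH to LH in liver and colon had a Pearson correlation of 0.01, and those from HH to HL one of -0.02.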

Again, changes were more evident if the deficient diet was fed to the dam during gestation and lactation (*i.e.*, the HH *vs.* LH comparison) rather than to the offspring post-weaning (HH *vs.* HL), but in this case changes were observed in mitochondrial protein import pathway and a number of pathways related to cell cycle regulation. 

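In the colon the set Mitochondrial Protein Import had a mroast adjusted p = 0.789 between HH and HL, with 2.38% of its probes lower in HL, and G1/S DNA Damage Checkpoints had an adjusted p = 0.832. RNA Polymerase III Transcription Initiation From Type 2 Promoter had an adjusted p = 0.792.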

Changes in the mitochondrial protein import pathway within the colon observed in this study may reflect altered metabolic control in response to a high fat diet, because this pathway is regarded as being closely involved in metabolic control [60]. The change in cell cycle regulation reflect changes in response to altered supply of both Se and folate because both have been implicated in processes relating to cell proliferation; this is likely to be important in a rapidly dividing cell population such as the colonic epithelium. 

## 5. Conclusions

In summary, the present transcriptomic analysis shows that feeding mice a high-fat diet marginally deficient in Se and folate during gestation and lactation has more effects on gene expression in the liver than the colon of the offspring and that, critically, feeding a low Se/folate maternal diet has dramatically more effects on the pattern of gene expression in the offspring than when this diet is fed to the offspring post-weaning. The latter result indicates that low Se and folate *in utero* and during lactation has metabolic effects that persist in the offspring in later life. In terms of translating these results to humans this lends further support to the importance of micronutrients in the maternal diet during pregnancy [3], and suggests that for mothers eating a high-fat diet, obtaining adequate Se and folate in the diet, and the combination of these two micronutrients, is important in determining metabolic parameters of their children in later life.

**Figure 2:**
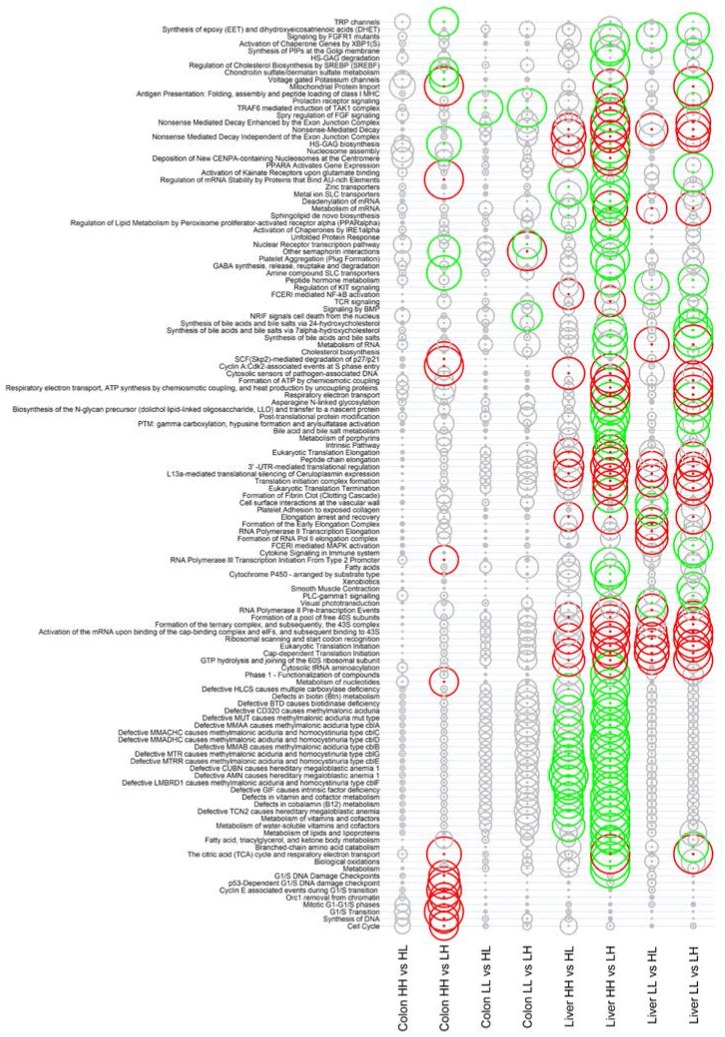
Gene set enrichment analysis (GSEA) of Reactome pathway expression. Size of the circles is proportional to significance (log odds), with increased circle diameter indicating increased significance. Pathways showing difference in expression with significance < 0.01 (*i.e.*, log odds > 2) are coloured red or green depending on the direction of expression shift. Red indicates significantly higher expression in first group, while green indicates higher expression in second group. GSEA of liver comparisons are shown in Tables S3 and S5, differentially expressed genes in the liver are listed in Tables S4 and S6, and GSEA of colon is shown in Table S7. Data represent comparisons between treatments with *n* = 6 animals in each treatment group.

## 6. Supplementary Materials

Supplementary information is published online alongside the manuscript, consisting of seven supplementary tables as follows: Table S1: Over-representation analysis of genes differentially expressed in the liver of HH offspring compared with LH offspring generated using the ClueGO application; Table S2: Over-representation analysis of genes differentially expressed in the liver of HH offspring compared with HL offspring generated using the ClueGO application; Table S3: Gene set enrichment analysis for liver of HH offspring compared with LH offspring; Table S4: Genes differentially expressed in the liver of offspring in the HH group compared with those in the LH group. Table S5: Gene set enrichment analysis for liver of HH offspring compared with HL offspring; Table S6: Genes differentially expressed in the liver of offspring in the HH group compared with those in the HL group; Table S7: Gene set enrichment analysis for colon of HH offspring compared with LH offspring. All data represent comparisons between treatments with *n* = 6 animals in each treatment group.

# Supplementary material for: Low Folate and Selenium in the Mouse Maternal Diet Alters Liver Gene Expression Patterns in the Offspring after Weaning
**Source:** Nutrients. 2015 May 8;7(5):3370–86. doi: 10.3390/nu7053370
**Supplement:** Supplementary file 1

**Supplementary Information**

**Table S1.** Over-representation analysis of genes differentially expressed in the liver of HH offspring compared with LH offspring generated using the ClueGO application.

**Table S1.** *Cont.*

**Table S1.** *Cont.*

**Table S1.** *Cont.*

**Table S1.** *Cont.*

**Table S1.** *Cont.*

**Table S1.** *Cont.*

**Table S2.** Over-representation analysis of genes differentially expressed in the liver of HH offspring compared with HL offspring generated using the ClueGO application.

**Table S2.** *Cont.*

**Table S3.** Gene set enrichment analysis for liver of HH offspring compared with LH offspring.

**Table S3.** *Cont.*

**Table S3.** *Cont.*

**Table S3.** *Cont.*

NGenes = Number of genes in pathway. PropUP = Proportion of genes UP (Higher in first group). PropDOWN = Proportions of genes DOWN (Lower in first group).

**Table S4.** Genes differentially expressed in the liver of offspring in the HH group compared with those in the LH group.

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

**Table S4.** *Cont.*

Positive fold change = Higher expression in the LH group. 

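The direction of Table S4 was compared with the arrays. Of its entries, 645 could be read with their accessions, and 455 accessions that occur once were found on the arrays. Their fold changes in the table had a Pearson correlation across genes of -0.97 with the log2 change from HH to LH computed here. All 219 positive entries were higher in HH, and all 236 negative entries were higher in LH.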

Negative fold change = Higher expression in the HH group.

**Table S5.** Gene set enrichment analysis for liver of HH offspring compared with HL offspring.

**Table S5.** *Cont.*

NGenes = Number of genes in pathway; PropUP = Proportion of genes UP (Higher in first group); PropDOWN = Proportions of genes DOWN (Lower in first group).

**Table S6.** Genes differentially expressed in the liver of offspring in the HH group compared with those in the HL group.

**Table S6.** *Cont.*

**Table S6.** *Cont.*

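For Table S6, 104 entries could be read and 72 accessions were compared. Their fold changes had a Pearson correlation across genes of -0.96 with the log2 change from HH to HL computed here. All 34 positive entries were higher in HH, and all 38 negative entries were higher in HL.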

Positive fold change = Higher expression in the HH group. Negative fold change = Higher expression in the HL group.

**Table S7.** Gene set enrichment analysis for colon of HH offspring compared with LH offspring.

NGenes = Number of genes in pathway. PropUP = Proportion of genes UP (Higher in first group). PropDOWN = Proportions of genes DOWN (Lower in first group).

How the deposited data were processed for this re-analysis (not part of the article)

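RNA of liver and whole colon of mice aged 12 weeks was measured on 48 Agilent 2-colour arrays, 24 per tissue, for the groups HH, HL, LH and LL. Liver RNA came from 5 HH mice and from 6 mice of each other group, since the labels give 2 HH arrays the same animal, and colon RNA came from 6 mice of each group. The authors deposited, for each array, the median intensity of every spot and of its local background in both channels without normalization, together with the processed intensity of the scanner software, which is background-subtracted and dye-normalized within the array. The authors also deposited a table of log2 ratios of reference over mouse. Compared with the raw intensities, this table matched global loess within each array without background correction, with a Pearson correlation of 1 on every array, against 0.865 to 0.999 for normexp and loess. The file headers name a later version of Feature Extraction than the paper does.

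The arrays hold 45018 spots, of which 43379 are not controls and belong to 41174 probes. Names came from the accession of each probe through the reference gene table, which matched 27050 probes. The paper's tables named a further 48, and 14076 probes had no name. In all 18453 genes were named. Sets with at least 10 probes were used.

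Computations used R 4.3.3 with limma 3.58.1, mixOmics 6.26.0, vegan 2.7.1, fgsea 1.28.0 (for its mouse Reactome sets) and data.table 1.17.8. Background was corrected with normexp (offset 50), ratios were normalized with global loess, and the log2 ratio of mouse over reference was averaged over the spots of a probe. The 2 arrays of one HH mouse were averaged. Each tissue was fitted with limma (lmFit and eBayes) as 4 groups, and adjusted p-values are Benjamini-Hochberg values over the probes of a comparison with a value in at least 2 mice of each group. Probes were called at a fold change over 1.5 and FDR under 0.05. The factorial contrasts were the mean of LH and LL minus that of HH and HL, the mean of HL and LL minus that of HH and LH, and their interaction. Pathways were tested with mroast (1999 rotations, p under 0.01), and also with fry and camera. Lists of genes written for this purpose were tested with mroast. They cover selenoproteins, one-carbon metabolism, cytosolic ribosomal proteins, the respiratory chain, endoplasmic reticulum chaperones, myeloid cells, Kupffer macrophages, erythroid cells, hepatocytes and clock genes of the *Arntl* and of the *Dbp* phase. The clock lists were chosen after reading the paper's Tables S4 and S6.

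The model was tested on data simulated with the means and spreads of the real mice. For HH *vs.* LH in the liver it called 177 of 200 changed probes (88.5%), with 6 unchanged probes called, and 0 probes with nothing changed. In the colon it called 190 of 200 (95%), with 4 unchanged probes, and 1 probe with nothing changed. With nothing changed, 4.97% of liver probes and 5.07% of colon probes had a p under 0.05. Each probe was drawn independently, so these values do not hold for arrays whose probes deviate together.

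Spots over background in Cy3 were 55.1 to 66% on the liver arrays, with a median of 60.55%, and 66.8 to 73.7% on the colon arrays, with a median of 70.3%. The median spot was 2.55 times its background in the liver and 4.235 times in the colon.

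The tests, the alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule took every gene that the paper's results name, for each liver comparison with calls the 3 called probes with the largest rise and the 3 with the largest fall among probes whose groups do not overlap, and from each gene list its called genes or, if under 3, the 3 with the lowest p. Of several probes of a gene, the one with the highest mean signal was taken. The alternatives were the 2 HH arrays as 2 mice or only 1 of them, each spot on its own, slide and array position as blocks, no background correction, normexp with offset 0, processed signals, Aquantile, median centring, the Cy3 channel alone, the deposited table of ratios, a filter on dim probes, a fit of only the 2 groups compared or of all 8 groups, array weights, other thresholds, and each mouse left out. Added after seeing the data were 13 probe settings: a repair of the local background, 3 settings that leave out mice with *Xist*, and 9 others. These 9 were 1 fit of all 8 groups with slide as a block and 8 combinations of several choices, assembled after the main counts of 0 had been seen and tried in order to see how far the choices left open by the paper move the counts. A correction for transcript length and GC was not run, because no transcript sequences were available. A trend with the span of the gene in the GRCm38.p6 annotation was tested instead, which does not measure transcript length.

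Other splits of the mice into groups of the same sizes, 100 per comparison with the real one included, were used to count how often a result as large arises. For HH *vs.* LH the diets were also permuted within slides, 100 times per tissue with the real diets included, for the fit with slide as a block. In these splits and permutations missing values were filled with the probe's mean over the arrays, whereas the settings left them missing, so that the counts of one fit can differ by a few probes. PLS-DA with 3 components used the 5% of probes with the highest coefficient of variation, chosen anew with each mouse left out, and adonis2 permuted the mice. KEGG and Gene Ontology sets and the ClueGO application were not used.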

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

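The tests of the background correction, of RNA of another tissue and of the reference channel in this part were chosen only after the result was seen.

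One liver array lay apart from the others of its group. The log2 ratios of HH replicate 2 had an SD of 0.57, and its gap to the next HH array was beyond Dixon's critical value. Of 80 groups of values tested in this way 1 was beyond it, where 4 would be by chance. HL liver replicates 5 and 6 and HH colon replicate 1 spread less than the other arrays too, with an SD of 0.53 for the colon array. RNA of another tissue in these samples is argued against, since with no background correction the lowest SD of the 3 liver arrays was 0.84, against 0.8 to 0.92 on the other liver arrays. With the local background of spots dimmer than it set to the array's median, the lowest SD of the 3 arrays was 0.86, against 0.84 to 0.94 on the others. A candidate explanation is therefore the normexp correction of a few spots with a very high local background. No biological explanation was tested.

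Several genes changed differently in liver and colon between HH and LH. Tested as the difference of the changes in one model of 8 groups with limma, *Xbp1* differed by 0.94 and *Hsp90b1* by 0.9 on the log2 scale, higher in the liver, while *Rpl41* differed by -0.45, *Rps19* by -0.5, *Gpx4* by -0.45 and *Ndufb4* by -0.44. The adjusted p over the 14 tests was 0.0192 for *Hsp90b1*, 0.0217 for *Gpx4* and *Ndufb4*, 0.0221 for *Rpl41* and *Rps19*, and 0.0222 for *Xbp1*. *Pfdn1* had an adjusted p of 0.107. Between HH and HL, *Gpx4* differed by -0.39 (adjusted p = 0.0222), and the other 6 genes had an adjusted p of at least 0.107. Among 22 tests of gene lists, that of endoplasmic reticulum chaperones was the only one with an adjusted p under 0.05, with a median difference of 0.69 between HH and LH (adjusted p = 0.011). The paper chose these genes from the liver of the same mice, so their difference from the colon is not independent evidence. Over all probes 10 of 100 draws of the diet labels gave as many probes with a different change, and 89 of 100 did for HH and HL. These draws thus did not exclude chance for the tissues as a whole. They ignore the slide, on which colon arrays deviated together, and were not repeated within slides. A difference between the tissues in their response to the dam's diet stays open, as does a difference in the mice sampled, since the labels do not say which liver and colon come from one mouse. Mice with *Xist* are not the same number in the liver and in the colon, and these tests were not repeated without them.

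Signals of other tissues appeared in the reference channel, which the paper does not analyse. Of 28 genes of placenta, brain, kidney and lung on the arrays, 14 were well above background in Cy5 on all 48 arrays, and 10 of the 28 were so in Cy3 on all liver arrays and 14 on all colon arrays. A reference pooled from intestine and liver is argued against by kidney genes. The measure used for this was changed after the values were seen, because many of the 28 genes were also above background in Cy3. Relative to all probes, 6 of 8 kidney genes were more than 8 times brighter in Cy5 than in Cy3. *Kap* had a mean log2 signal of 18.93 in Cy5, against 10.59 in Cy3 of the liver and 11.44 in Cy3 of the colon. All 8 genes of skeletal and heart muscle and all 8 of kidney were well above background in Cy5 on all arrays, as were 3 of 5 foetal genes, 4 of 8 brain genes, 1 of 6 placental genes and 1 of 6 lung genes. A reference of a whole pregnant mouse and foetus stays open, since 14 of the 28 genes were seen and those of placenta and lung mostly were not. *Xist* and 4 of 4 genes of the Y chromosome were well above background in Cy5 on all arrays. Every array carried the same reference, so comparisons between groups on these arrays do not rest on which one it was.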

How the results depend on the processing

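Settings that combine several choices, the repaired background, the fit of 8 groups with slide as a block and those that leave out mice with *Xist* were chosen only after the result was seen, as were the values with no background correction for pathways and shares of variance.

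With limma's main setting 0 probes were called in any comparison. For HH *vs.* LH in the liver 4339 probes had an unadjusted p under 0.05, 7 of 20 planned settings gave calls and 13 gave none. Counts below are calls, with those higher and lower in the second group where given, or probes at an unadjusted p under 0.05 where so called. The cause was not tested for any of them.

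With the 2 HH arrays counted as 2 mice, HH *vs.* LH had 6 calls (2 higher, 4 lower), HH *vs.* HL 1059 probes at an unadjusted p under 0.05 and the offspring's diet 612, with 28 pathways and 1 gene list for HH *vs.* HL. With each spot on its own as well, the numbers were 6 calls, 1127 and 647 probes. Slide as replicate block gave 38 calls (29 higher, 9 lower), 1212 probes for HH *vs.* HL, 761 for the offspring's diet and 5343 for HH *vs.* LH in the colon, with 7 pathways for LL *vs.* HL in the liver and 17, 111 and 1 for HH *vs.* HL, HH *vs.* LH and LL *vs.* LH in the colon. Slide as replicate block and array position gave 16 calls (14 higher, 2 lower), 1207 and 911 probes, and 6157 in the colon. With slide as replicate block all other comparisons had 0 calls, with or without array position. Arrays of one slide, which hold different mice, deviated together in the colon (mean r 0.349, over 0.1 in 34 of 36 pairs) and less in the liver (0.099, 17 of 36 pairs). On other slides the mean r was -0.069 and -0.018.

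Median centring gave 181 calls (179 higher, 2 lower), 63 probes for the offspring's diet and 1938 for HH *vs.* LH in the colon. All 8 groups in one fit gave 139 calls (103 higher, 36 lower) for HH *vs.* LH, 1 for HL *vs.* LL, 54 for the dam's diet (26 higher, 28 lower) and 15 for HH *vs.* LH in the colon. With limma arrayWeights there were 126 calls (93 higher, 33 lower), 6553 probes for HH *vs.* LH and 1012 for HH *vs.* HL. The filter on dim probes gave 91 probes for the offspring's diet. With no background correction the probes numbered 1699 for HH *vs.* HL, 1550 for the dam's diet and 1264 for HH *vs.* LH in the colon. Processed signals gave 2014 for HH *vs.* HL and 1634 for the dam's diet, the Cy3 channel alone 1516 and 1397, and the deposited series values gave 1736 and 1561, with 1266 for HH *vs.* LH in the colon.

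Among the added settings, the repaired background gave 1783 probes for HH *vs.* HL, 1693 for the dam's diet and 1333 for HH *vs.* LH in the colon. Leaving out mice with *Xist* and no Y-chromosome genes gave 899 for HH *vs.* HL, leaving out all mice with *Xist* gave 1498 for HH *vs.* LH in the colon, and the latter with the repaired background gave 1997 for HH *vs.* HL, 1540 for the dam's diet and 1277 for HH *vs.* LH in the colon. All 8 groups with slide as replicate block gave 471 calls (319 higher, 152 lower) and 7992 probes for HH *vs.* LH, 2039 probes for HH *vs.* HL, 1 and 8 calls for HL *vs.* LL and LH *vs.* LL, 204 calls and 10067 probes for the dam's diet, 1217 probes for the offspring's diet, 311 calls for the interaction and 9 calls in the colon.

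The 8 combinations left the background uncorrected, counted the 2 HH arrays as 2 mice, tested each spot and left no spot out. Alone this gave 3 calls for HH *vs.* LH, 2595 probes for HH *vs.* HL, 2196 for the dam's diet, 822 for the offspring's diet and 1313 for HH *vs.* LH in the colon. With arrayWeights it gave 69 calls (35 higher, 34 lower) and 8252 probes for HH *vs.* LH, 3620 probes for HH *vs.* HL, 2443 and 897 for the dam's and offspring's diet, and 11 calls for the interaction. With all 8 groups it gave 308 calls (148 higher, 160 lower) and 6615 probes, 6 calls and 3340 probes for HH *vs.* HL, 2704 and 1200 probes for the diets, 166 calls for the interaction and 1004 probes in the colon. With all 8 groups and arrayWeights it gave 574 calls (342 higher, 232 lower) and 8543 probes, 9 calls and 4148 probes for HH *vs.* HL, 2560 and 1006 probes for the diets, 1392 calls for the interaction and 2 for the offspring's diet in the colon.

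With all 8 groups and slide it gave 634 calls (329 higher, 305 lower) and 9499 probes for HH *vs.* LH, 48 calls and 5692 probes for HH *vs.* HL, 2 and 20 calls for HH *vs.* LL and LH *vs.* LL, 1 for the dam's diet, 2086 probes for the offspring's diet, 1155 calls for the interaction, 1912 probes in the colon and 6 over-represented pathways for HH *vs.* HL. Adding array position gave 592 calls (320 higher, 272 lower) and 9538 probes, 35 calls and 6158 probes for HH *vs.* HL, 3 and 10 calls, 1 for the dam's diet, 2531 probes and 957 calls for the interaction. Quantile normalization with all 8 groups gave 98 calls (37 higher, 61 lower), 2188 probes for HH *vs.* HL, 1748 and 680 for the diets, 6 calls for the interaction and 1619 probes in the colon. With slide as well it gave 314 calls (146 higher, 168 lower) and 7900 probes, 2 calls and 4372 probes for HH *vs.* HL, 3312 and 1255 probes for the diets and 625 calls for the interaction.

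The number of pathways at p under 0.01 moved with the test. In the order HH *vs.* HL, HH *vs.* LH, LL *vs.* HL and LL *vs.* LH, camera with its preset correlation gave 124, 208, 166 and 165 in the liver and 127, 216, 66 and 140 in the colon. With an estimated correlation camera gave 32 and 49 for HH *vs.* HL and HH *vs.* LH in the liver, and 15, 15, 3 and 10 in the colon. Fry gave 18 for HH *vs.* HL. At an adjusted p under 0.05 there were 34 for HH *vs.* LH in the liver with the main setting, 69 with processed signals, 57 with slide as replicate block, 81 with the 2 HH arrays as 2 mice, 20 with 1 probe per gene, 0 with the repaired background and 0 with no background correction, and 0 in the other 3 liver comparisons and in HH *vs.* HL and HH *vs.* LH in the colon. With 1 probe per gene there were 78 for HH *vs.* LH in the liver, 46 higher in HH and 32 higher in LH where the main setting had 18 and 82, and 16 for HH *vs.* HL, 6 for LL *vs.* HL and 16 for LL *vs.* LH in the liver, and 3 and 3 for HH *vs.* HL and LL *vs.* LH in the colon. Processed signals gave 16, 10 and 70 for HH *vs.* HL, LL *vs.* HL and LL *vs.* LH in the liver, and 3, 23 and 8 for HH *vs.* HL, HH *vs.* LH and LL *vs.* LH in the colon. No background correction gave 5 and 50 for LL *vs.* HL and LL *vs.* LH in the liver, and 11, 1 and 2 for HH *vs.* LH, LL *vs.* HL and LL *vs.* LH in the colon. The repaired background gave 5 for LL *vs.* HL in the liver, and 11 and 1 for HH *vs.* LH and LL *vs.* LH in the colon.

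The share of variance of the dam's diet in the liver was 4.52% with no background correction and 4.5% with the repair, and that of the interaction 9.93% and 10.1%. The correlation of the LH and HL changes was 0.85 and 0.84.

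With each mouse left out in turn, HH *vs.* LH in the liver had 0 to 7 calls, most without HL replicate 4, and 3208 to 5657 probes at an unadjusted p under 0.05. HH *vs.* HL had 425 (without HH replicate 4) to 1624 (without HH replicate 2), HH *vs.* LL 1166 to 2766, HL *vs.* LL 1286 to 6285, LH *vs.* LL 1542 to 3460 and HL *vs.* LH 1564 to 5200. The dam's diet had 0 to 5 calls, most without HL replicate 3, and 3745 (without HH replicate 2) to 7818 probes, the offspring's diet 271 to 630 and the interaction 2037 to 3870. In the colon HH *vs.* LH had 0 to 3 calls, most without LH replicate 5, and 1726 (without HH replicate 1) to 3982 probes, HH *vs.* HL 712 (without HH replicate 1) to 3581 (without HH replicate 3), HH *vs.* LL 835 to 3203, HL *vs.* LL 395 to 673, LH *vs.* LL 807 to 1529 and HL *vs.* LH 807 to 1658. The dam's diet had 1191 to 2041, the offspring's diet 789 to 2230 and the interaction 871 to 2120. All other calls were 0 in these fits.

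Of the other results, which are values of single genes, pathways or lists in these settings, 2472 had the direction of the main setting and its side of an adjusted p of 0.05, or a count within 1.5 times, 222 were under 0.05 only in the alternative, 2 only in the main setting, 162 counts or values moved and 1 reversed. That one was *Gnmt* between HH and HL, at -0.17 in the main setting and 0.07 with the Cy3 channel alone. With 1 mouse left out, *Timd4* ranged from -0.01 (without HH replicate 2) to 0.36 and *C1qb* from -0.36 to 0.1 (without HH replicate 3) between HH and HL, against 0.17 and -0.17 with all mice. Alternatives that need transcript length and GC were not run. Signal over background, a median of 2.55 in the liver, limits what dim probes can show.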

Differences from the paper's values

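The fit of 8 groups with slide as a block and the combined settings named in this part were chosen only after the result was seen.

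The paper reports 720 probes past its threshold for HH *vs.* LH in the liver, where 0 were called with limma here and 4339 had an unadjusted p under 0.05. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's number, and the highest was 181, with median centring. Of the 13 added settings, 3 did, with 574, 634 and 592 calls, and these were chosen after seeing the values: no background correction, the 2 HH arrays as 2 mice, each spot tested, no spot left out and all 8 groups fitted, with array weights, with slide, or with slide and array position. All 8 groups with slide as a block, also chosen after seeing the values, gave 471. Of the 8 combinations tried, the other 5 gave 3, 69, 308, 98 and 314.

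For HH *vs.* HL the paper reports 110 probes, where 0 were called here and 593 had an unadjusted p under 0.05. No alternative set before the data were examined gave a call, and the highest number, 48, came from a combination chosen after seeing the values. For HH *vs.* LL the paper reports 76 probes against 0 here with 2002 at an unadjusted p under 0.05. No alternative set before the data were examined gave a call, and the highest number, 3, came from a combination chosen after seeing the values. For LH *vs.* LL the paper reports 23 probes against 0 here with 2492 at an unadjusted p under 0.05. No alternative set before the data were examined gave a call, and 20 calls came from the combination with all 8 groups and slide, chosen after seeing the values.

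Table S5 of the paper lists 31 pathways at p under 0.01 for HH *vs.* HL in the liver, where 10 were found here. Of the alternatives set before the data were examined, counting the 2 HH arrays as 2 mice gave 28 and camera with an estimated correlation gave 32. The others, among them fry with 18 and processed signals with 16, stayed more than 1.5 times away. Table S7 of the paper lists 21 pathways for HH *vs.* LH in the colon, where 70 were found here. Of the alternatives set before the data were examined, processed signals gave 23 and camera with an estimated correlation 15, and the others did not come as close.

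The fold changes of the 7 named genes in Table S4 differed from those found here by no more than 1 standard error of the log2 change, but the paper lists these genes as differentially expressed and 0 of them were called here. *Ndufb4* was called in 5 planned settings: the 2 HH arrays as 2 mice, the same with each spot on its own, slide as a block, all 8 groups in one fit, and array weights. It was also called without HL replicate 4. *Gpx4* was called with slide as a block. In settings chosen after seeing the values, *Hsp90b1* was called in 7, *Gpx4* in 6, *Xbp1* in 5, *Ndufb4* in 5 and *Pfdn1* in 1. *Rpl41* and *Rps19* were called in no setting. Their lowest adjusted p over the settings was 0.000339 and 0.00073, so in some settings they missed the call by the fold change alone.

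The paper states that PLS-DA told the 4 groups apart in both tissues. With each mouse left out in turn, 4 of 23 liver mice and 4 of 24 colon mice were assigned to their own group. The paper states that *Gpx4* was the only selenoprotein to respond. Between HH and LH in the liver the unadjusted p was 0.0103 for *Selenow* and 0.0104 for *Txnrd3*, and 0.000271 for *Gpx4*, with none called. The note of Table S4 states that positive values are higher in LH, while all 219 positive entries compared were higher in HH. The paper states that the offspring were male, while 1 liver array and 3 colon arrays had *Xist* without the Y-chromosome genes. The paper gives 6 HH mice, while the labels give 5 for the liver.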

Other observations

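Of the tests in this part, those of slide, of diets permuted within slides for probes and pathways, of time of day, of mixed colon samples, of the likeness with repaired background and of splits with many calls were chosen only after the result was seen.

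Chance as the source of each result was tested with other splits of the same mice, 100 per comparison with the real one included. For probes at an unadjusted p under 0.05 in the liver, as many were found in 2 splits for HH *vs.* LH, 96 for HH *vs.* HL, 29 for HH *vs.* LL, 16 for HL *vs.* LL, 19 for LH *vs.* LL and 31 for HL *vs.* LH. With the repaired background these numbers were 1, 53, 61, 69, 22 and 94. Among these splits a count as large was rare for HH *vs.* LH, 1 of the 6 comparisons, with no allowance for their number. Litters are not given, and all splits and permutations here take the offspring as independent. They therefore cannot tell the diet of the dam from a shared litter. In the colon the numbers were 23, 54, 45, 99, 66 and 53. With the repaired background they were 51, 94, 94, 99, 61 and 51, so no count was rare. These splits ignore the slide. For the 38 calls of HH *vs.* LH with slide as a block, labels permuted within slides gave as many in 3 of 100 permutations, the highest with 2462 calls. The 5801 probes at an unadjusted p under 0.05 in that fit were reached in 8 of 100, and the 7067 with the repaired background in 3 of 100. For this measure such a count was thus rare within slides only after the repair. In the colon it was the other way. With slide as a block HH *vs.* LH had 5349 probes, reached in 2 of 100 permutations within slides, and after the repair 3333, reached in 10 of 100. The other comparisons were not permuted within slides.

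For pathways by fry, as many were found in 2 splits for HH *vs.* LH and 2 for LL *vs.* LH in the liver, and in 1 for HH *vs.* LH in the colon, while HH *vs.* HL and LL *vs.* HL had 24 and 17 in the liver. HH *vs.* HL had 53 in the colon, and both comparisons with LL 100. With the repaired background the liver numbers were 1 for HH *vs.* LH, 43 for HH *vs.* HL, 59 for LL *vs.* HL and 1 for LL *vs.* LH, and the colon numbers 8, 49, 100 and 74 for HH *vs.* LH, HH *vs.* HL, LL *vs.* HL and LL *vs.* LH. For HH *vs.* LH in the colon, such a number was rare among these splits only without the repair. With slide as a block and the diets permuted within slides, the 109 pathways of HH *vs.* LH in the liver were reached in 3 of 100 permutations and the 119 in the colon in 1. After the repair the 123 in the liver were reached in 1 and the 51 in the colon in 4. Within slides such numbers of pathways were thus rare in both tissues. For the diet of the dam, the diet of the offspring and their interaction, dealing the labels anew without regard to the slide gave as many probes in 11, 98 and 23 of 100 draws in the liver and 54, 64 and 62 in the colon. After the repair the numbers were 53, 98 and 4 in the liver and 80, 82 and 87 in the colon. Liver against colon, with the slide ignored as well, gave 10 for LH and 89 for HL. For PLS-DA, also without regard to the slide, the numbers were 53 in the liver and 49 in the colon.

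Some other splits of liver mice gave over 100 calls, up to 1615. This was so for 6 splits of HH *vs.* HL and 1 of HL *vs.* LH. With the same splits and the repaired background, 1 of them, of HH *vs.* HL, went from 973 to 413 calls and the others had 0. The arrays with a poor background correction are thus not the cause of all such splits, since 1 is left, but may be that of the others. In the colon 1 split of HH *vs.* LH gave 120 calls and, after the repair, 165, and 1 of HH *vs.* LL gave 146 and then 0.

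The probes at an unadjusted p under 0.05 between HH and LH in the liver numbered 3208 without LH replicate 6, the lowest number with 1 mouse left out. Whether any single mouse carries part of the difference cannot be told apart from the loss of a mouse of 11. A shift shared by the arrays of a slide is argued against as a cause. Each slide held 1 array of each diet, so such a shift falls on all diets alike. With slide as a block 5799 probes were found (5801 with missing values filled, as in the permutations), against 4339 without it. A trend with the span of the gene in the genome is argued against as a cause. Transcript length was not tested and stays open. The Spearman correlation of the log2 change with the span of 18449 genes was 0.028 in the liver, and 80 of 100 splits had one as strong. In the colon it was 0.062, reached by 31 of 100 splits.

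The HH livers differed from the other 3 groups in several gene lists. Clock genes of the phase of *Dbp* were lower in HH in 12 of 12 genes, with a median of -0.41 (mroast adjusted p = 0.0192), and endoplasmic reticulum chaperones were higher in HH in 1 of 21, with a median of -0.35 (adjusted p = 0.0192). Genes of myeloid cells were higher in HH in 14 of 16, with a median of 0.09 and an adjusted p of 0.0682. Those of erythroid cells were higher in 6 of 6, with a median of 0.12 and an adjusted p of 0.156. Those of hepatocytes were higher in 1 of 12, with a median of -0.17 and an adjusted p of 0.192. Those of Kupffer macrophages had an adjusted p of 0.821, of ribosomal proteins 0.0682, of the respiratory chain 0.0532, of the *Arntl* phase 0.192, of one-carbon metabolism 0.922 and of selenoproteins 0.922. After the repair of the background the adjusted p was 0.0257 for the clock genes of the *Dbp* phase (median -0.47), for the chaperones (median -0.36) and for the respiratory chain (median 0.08), 0.0605 for ribosomal proteins, 0.0962 for myeloid and erythroid cells and 0.237 for hepatocytes. Immune cells in the tissue, blood left in it, a lower share of hepatocytes and a difference in the time of day or feeding at sampling cannot be told apart from an effect of diet, since the lists of these cells had adjusted p above 0.05 and sampling times by mouse are not given. The median of the myeloid genes hides larger changes. *S100a8* was 0.72 and *S100a9* 0.83 higher in HH than in the other 3 groups, and their difference between HH and LH had adjusted p of 0.135 and 0.171, with lower values in some settings, down to 0.000918 for *S100a8*. *Ngp*, of the same list, differed by 0.02 at a mean log2 Cy3 signal of 6.24. The clock lists were picked from the paper's tables on the same mice, so they cannot serve as independent evidence. The same holds for the chaperones and the respiratory chain. The paper had reported the unfolded protein response and mitochondrial function in these livers. An effect of the diets on these genes stays open and was not tested apart from these.

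The 2 HH liver arrays with one animal had deviations that correlated at 0.914, against 0.662 for the next pair. One RNA hybridised on both arrays is consistent with this.

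The changes of LH and HL from the same HH mice had a Pearson correlation across probes of 0.48, and 56 of 100 simulations of unchanged groups reached it. Shared HH mice are a candidate explanation for that value. After the repair the correlation was 0.84 and 0 of 100 simulations reached it. The simulations drew the shared HH group from the deviations of all liver mice. With that background the result argues against shared HH mice as the whole cause, if HH mice spread like the others. Every slide carried both an HL and an LH array. Whether deviations shared within a slide raise the correlation was not tested, so an effect of diet does not follow.

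*Xist* was present without genes of the Y chromosome on the array of HL liver replicate 2. If this RNA came from a female, genes that are higher in female livers should be higher in it. Of 11 genes of a list written before they were looked at, 11 were higher than the mean of the other liver mice, with a median of 1.82, and 9 of 10 male-predominant genes were lower, with a median of -1.69. RNA of a female mouse may thus have been hybridised there, whether through the sex of the mouse or a sample out of place. *Xist* and Y-chromosome genes occurred together in colon HH replicates 1 and 5, where 8 of 8 values of Y-chromosome genes were below the mean of the colon arrays without *Xist*. A mixture of male and female RNA could give this. In colon LL replicate 5, which also had both (*Xist* 9.55), *Ddx3y* was 10.17, *Eif2s3y* 11.17, *Kdm5d* 8.72 and *Uty* 7.53, against means of 10.25, 11.24, 8.72 and 7.6 on the arrays without *Xist*, so a mixture is left open there. LL liver replicate 6, with both, had 8 of 11 female-predominant genes higher (median 0.34) and 6 of 10 male-predominant genes lower (median -0.02), fewer than 3 of 4 of either list. The colon arrays with *Xist* alone were not tested further. Without the mice with *Xist*, 4354 probes had an unadjusted p under 0.05 for HH *vs.* LH in the liver and 1498 in the colon, with 0 calls by limma. By fry 98 pathways for HH *vs.* LH in the liver and 24 in the colon passed without them. With only the mice without Y-chromosome genes left out, 103 and 61 passed. The colon mice left out include HH replicate 1, whose background correction failed. After the repair 14 pathways passed in the colon with all mice, 10 without the mice with *Xist* and 15 without those with *Xist* alone. PLS-DA, shares of variance and splits were not computed without these mice.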
